A study of Mus musculus with 2 samples. Its data were reported in "Expression of ENL YEATS domain tumor mutations in nephrogenic or stromal lineage impairs kidney development" (2025).

How the data were processed

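Embryonic day 18.5 mouse kidneys were profiled with Visium HD, a spatial transcriptomics platform from 10x Genomics that reads probe-based gene expression on a slide tiled with barcoded squares. Fixed, paraffin-embedded sections were stained and imaged under a microscope, and the CytAssist instrument then transferred the hybridised probes from the tissue slide to the capture slide while taking its own image. Each of the 2 samples was 1 capture area, nominally 6.5 mm wide, and held kidneys of 2 genotypes side by side. The first held kidneys with the Cre transgene Six2-TGCtg/+ and the second kidneys with the Cre allele Foxd1GC/+, both heterozygous, and each held kidneys with 2 normal copies of Enl and kidneys with 1 copy of the EnlT1 allele. Groups were taken from the genotype given for each sample, so there was 1 capture area per Cre driver and no replicate capture area.

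The files analysed here were 1 image registration record per capture area. Per the study's methods, these records were made in Loupe Browser to align the microscope image to the slide and were then passed to the read counting software. The submitters' processing notes name Space Ranger 3.0.1 and the mm10 genome. Each deposited record held a matrix with 3 rows and 3 columns between the slide and the CytAssist image. It also held a second one between the microscope image and the CytAssist image, and a slide layout record. A further field, with 1 bit per 8-µm bin, was read here as tissue flags. All of these are settings of an alignment rather than measurements of RNA. The counts of molecules per bin, the assignment of bins to kidneys and the genotype of each kidney were not analysed here. No gene is therefore given an expression value, no sequencing depth could be measured from these files, and control and EnlT1 kidneys were not compared. The lists of Hox, Wnt pathway, nephron progenitor, stromal and other cell type genes chosen before the data were examined were not used. The rule for naming genes was to take the 20 with the largest change in each comparison together with these lists, and it gave no gene.

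The records state neither the unit of the slide coordinates nor the direction of either matrix. Slide coordinates were read as micrometres with the origin at the first bin, the slide matrix as running from the slide to the CytAssist image, and the other matrix as running from the microscope image to the CytAssist image. Under this reading all 8 corners of the 2 capture areas fell at positive microscope pixel positions, against 6, 2 and 3 of 8 under the other directions. A microscope image could begin inside a capture area, so this count is a basis for the reading and not proof of it. Every scale, rotation, departure and placement, and the sign of each difference between the areas, depends on it. The differences were also computed with either matrix or both read in the opposite direction, an alternative chosen after seeing the data.

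The centres of all bins were mapped through the deposited slide matrix, and a similarity transform (1 scale, a rotation and a shift) was fitted to the mapped positions by least squares. Scale and rotation were read from that fit. The departure of the deposited map from the fit was given as the root mean square distance over bins. The microscope matrix was split by polar decomposition into a mean scale, a rotation and, where its determinant was negative, a mirror image. The functions were tested on simulated data for scale, rotation, mirror image, the similarity and affine fits and the local form of the projective map. All 50 simulated matrices were recovered within 1e-05. The difference in scale between the 2 axes of a matrix was not among the quantities tested. Python 3.11.15 and numpy 2.4.6 were used, and the figure was drawn with matplotlib 3.10.9. Positions of fiducial marks were not used here, so the planned fit to fiducials, its residual, the robust fit and the fits without 1 edge of the frame were not run. The alternatives that were run exchanged the similarity transform for an affine or projective one, the root mean square for the median or the 95th percentile, and the mean scale for the root of the determinant. With 1 capture area per driver no test between drivers was made. Gene positions were taken from the GENCODE M21 annotation of GRCm38, the assembly also called mm10.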

Results

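The series was set up to ask how a gain-of-function mutation in the chromatin reader ENL alters gene expression across the tissue of the developing kidney. ENL, which binds acetylated histones through its YEATS domain, is encoded by Mllt1 (ENSMUSG00000024212.9). In GRCm38 this protein-coding gene lies on the reverse strand of chromosome 17 from 56892611 to 56935415, and its principal transcript has 12 exons and 547 codons. The EnlT1 allele was combined with 1 of 2 Cre drivers. The study describes this allele as conditional, giving normal ENL until Cre recombines it and mutant ENL afterwards. Six2 (ENSMUSG00000024134.11), on the reverse strand of chromosome 17 from 85684277 to 85688274, encodes a transcription factor of nephron progenitors, the cells of the cap mesenchyme that give rise to nephrons. Foxd1 (ENSMUSG00000078302.5), on the forward strand of chromosome 13 from 98354242 to 98359305, encodes a transcription factor of stromal progenitors. The drivers thus direct recombination to the nephrogenic and the stromal lineage of the kidney, respectively.

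Kidneys were taken at E18.5, the last days of gestation, and their sections were profiled on 2 Visium HD capture areas, 1 for each Cre driver. Each capture area held kidneys of 2 genotypes, wild type at Enl and heterozygous for EnlT1, so neither sample stood for a single genotype. The control kidneys also carried 1 copy of the Cre driver and were therefore wild type only at Enl. The comparison of EnlT1 with control kidneys within each driver, which is the comparison the design implies, was not made, because the files analysed here carry neither expression values nor the genotype of any bin. What they give is the geometry that ties each bin to the tissue image. There were no replicate capture areas, so the values below have no replicate error and no test was applied to any difference between them.

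Both capture areas came from 1 slide, and the slide layout record was identical in the 2 files. Each area was tiled as 838 by 838 bins of 8 µm, or 702244 positions over a square of 6704 µm per side. At this size a bin is of the order of a single cell. The field read as tissue flags was empty in both records. In the Six2-Cre area 0 of 702244 positions were flagged, and in the Foxd1-Cre area 0 of 702244 were flagged. The records therefore give no tissue area, no outline and no number of kidney sections for either driver, and the empty field does not mean that tissue was absent.

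With the slide matrix read as running from the slide to the image, the scale of the CytAssist image was 0.217 pixels per µm in the Six2-Cre area and 0.219 pixels per µm in the Foxd1-Cre area. As read, a CytAssist pixel covered 4.60 µm and 4.57 µm, and an 8-µm bin spanned 1.74 and 1.75 pixels. Under this reading the Foxd1-Cre value was 0.589% higher. Under the opposite direction the scales were 4.60 and 4.57 pixels per µm and the difference was -0.586%. That direction left 2 or 3 of 8 corners at positive microscope pixel positions, against 8 as read, which argues against it without proof. The absolute scale still rests on the direction read. Within an area, the scales along the 2 principal directions of the affine fit differed by 0.0108% for Six2-Cre and by 0.0174% for Foxd1-Cre. The size of the difference between areas was larger than either, although these within-area values are not replicate errors. The slide was turned by -0.19 degrees in the Six2-Cre image and by 0.087 degrees in the Foxd1-Cre image. The deposited maps were close to a plain scaling and rotation. Their root mean square departure from the similarity fit was 0.0492 CytAssist pixels, or 0.226 µm, for Six2-Cre and 0.0710 pixels, or 0.325 µm, for Foxd1-Cre. The largest departures of any bin were 0.838 µm and 1.04 µm, which are below the width of 1 bin. These distances describe the shape of the deposited map and not the error with which tissue was placed on it.

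With the second matrix read as running from the microscope image to the CytAssist image, 1 CytAssist pixel spanned 5.71 microscope pixels in the Six2-Cre area and 5.69 in the Foxd1-Cre area. In the opposite direction it would span 0.175 and 0.176 microscope pixels, and the CytAssist image would then have the finer grid. That direction left fewer corners at positive microscope pixel positions. These were 6 of 8 with the microscope matrix turned and 3 with both matrices turned, against 8 as read. Joining both matrices as read gave 1.24 microscope pixels per µm in each area, so that a microscope pixel covered 0.806 µm for Six2-Cre and 0.804 µm for Foxd1-Cre. A bin spanned 9.93 and 9.96 microscope pixels, respectively. For Six2-Cre and Foxd1-Cre in turn, the microscope scale was 26.3 and 26.1 pixels per µm with the slide matrix in the opposite direction, 0.0381 and 0.0384 with the microscope matrix in the opposite direction, and 0.806 and 0.803 with both. The microscope image was mirrored relative to the CytAssist image in both areas. Its orientation differed between them. From the Six2-Cre area to the Foxd1-Cre area, the microscope image was turned by a further 179.5 degrees relative to the CytAssist image, while the slide itself turned by 0.279 degrees. The map of the capture areas shows this placement.

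**Figure D1:**
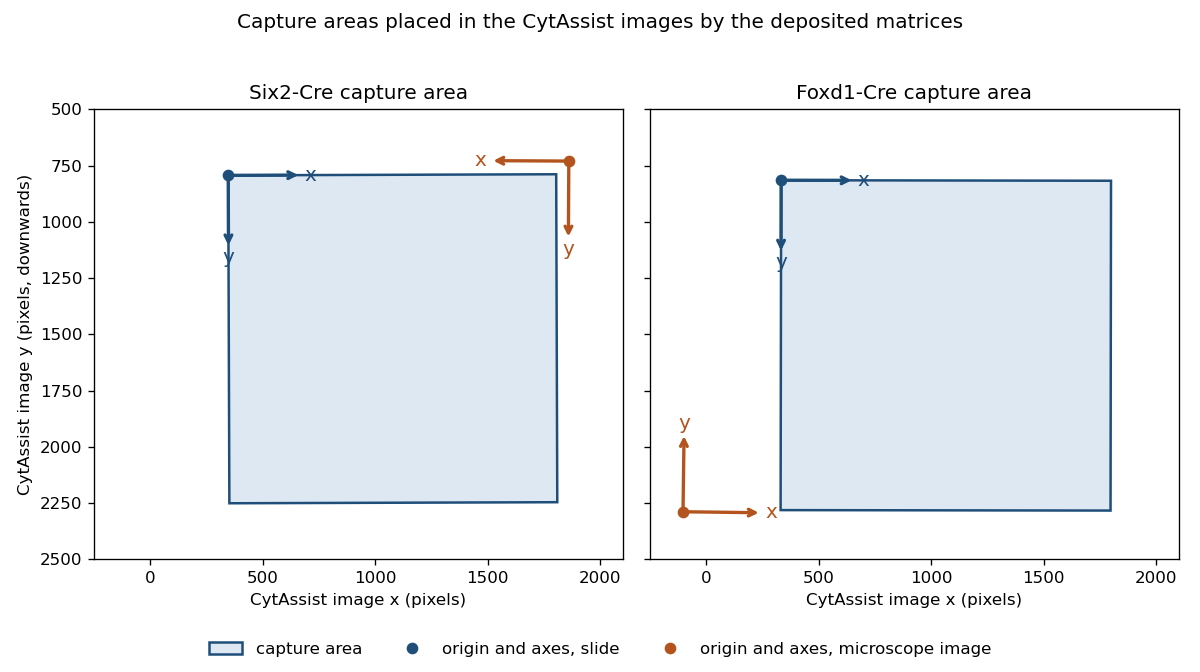
Placement of each capture area (blue outline) in its CytAssist image under the directions read here, with x and y in CytAssist pixels and y pointing downwards. Dots and arrows mark the origin and the x and y axes of the slide (blue) and of the microscope image (orange), and the arrows show direction only. The outlines run from x = 347 to 1809 and y = 789 to 2251 for Six2-Cre, and from x = 331 to 1799 and y = 815 to 2283 for Foxd1-Cre, whereas the microscope axes are mirrored in both and turned by 179.5 degrees between them.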

Values the study reported

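From the same spatial libraries, the study reported 231,240 retained bins in the SIX2 dataset, drawn from several control and several mutant kidneys. Each kidney sample gave between 25,610 and 31,364 bins. The bins were grouped into 38 clusters, which were merged into 20 cell types or renal structures. In the FOXD1 dataset, analysis was restricted to a subset of the kidneys, 2 control and 2 mutant, chosen from how counts were distributed over the tissue and from an early clustering. It kept 85,467 bins from these, with 19,012 to 23,787 per sample, and described 32 clusters merged into 19 cell types or structures. To be kept, a bin needed at least 100 genes and 200 UMIs and had to lie outside areas set aside by hand as debris. Sequencing averaged 480 M reads for each capture area. The expression matrices behind these values were not analysed here.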

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

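Of the 14 alternative values computed, 12 stayed within the spread used to judge them. That spread was the difference between the principal scales for scales and rotations, and the standard deviation over bins for departures. This count says little about stability. On a square grid mapped through 1 matrix, the affine fit must give the scale and rotation of the similarity fit, and the projective form and the root of the determinant read the same matrix. The other 2 values were the 95th percentiles of the departure from the similarity fit, at 0.0942 CytAssist pixels for Six2-Cre and 0.128 for Foxd1-Cre, a different summary of the same departures rather than a changed result. The fits to fiducial positions, the robust fit and the fits without 1 edge of the frame were not run, since fiducial positions were not used here. The convex hull of tissue flags could not be computed, since no flag was set. Of 6 values with a matrix read in the opposite direction, chosen after seeing the data, 3 changed sign. Among the 6, the microscope pixels per CytAssist pixel are ratios and could not change sign. With the slide matrix turned, the difference in CytAssist pixels per µm, Foxd1-Cre minus Six2-Cre, was -0.586%. The difference in microscope pixels per µm was -0.863% with the slide matrix turned, 0.882% with the microscope matrix turned and -0.323% with both turned. One CytAssist pixel spanned 0.175 (Six2-Cre) and 0.176 (Foxd1-Cre) microscope pixels with the microscope matrix turned. Every value per µm also rests on reading slide coordinates as micrometres. These files hold no measure of sequencing depth.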

Other observations

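The tests in this part were all chosen after the result was seen. The CytAssist scale differed by 0.589% between the Six2-Cre and Foxd1-Cre areas, although both lie on 1 slide. It was higher in the Foxd1-Cre area as read here, and lower, by a difference of -0.586%, with the slide matrix in the opposite direction. As read here the difference amounts to 39.5 µm, or 4.94 bins, over the full side of a capture area. Both areas have the same side of 6704 µm and each has its own matrix. The difference is therefore one of image scale and not a shift of bins. The tables argue against a difference in the slide layout record and a stretch along 1 image axis as the whole source, since the layout scales differed by 0.0019% and the principal scales within an area by at most 0.0174%, or 0.0448% in the opposite direction. As read here, the local scale over the corners of an area ranged by at most 0.0625%. This argues against a tilt of the slide towards the camera as the whole source. A tilt stays open only with the slide matrix in the opposite direction, where the range reached 0.286%. Whether a change of CytAssist magnification alone was the source could not be told. Alone it would leave the number of microscope pixels per µm equal, if both microscope images had the same pixel size and both matrices were exact. This number differed by 0.312% as read here, and by more in size under the other readings. The principal scales of the microscope matrix differed by at most 0.0529% within an area. That value describes the shape of the matrix and not the error of the alignment, which was not measured here. The records do not state the pixel size of either microscope image. No biological explanation was tested, and with 1 capture area per driver, area and driver cannot be told apart. The values are settings of an alignment, so no difference between the areas is read here as an effect of the driver.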
